A study of Mus musculus with 5 samples. Its data were reported in "MitoPerturb-Seq identifies gene-specific single-cell responses to mitochondrial DNA depletion and heteroplasmy" (2026).

How the data were processed

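DamID-seq libraries came from SV40-immortalised mouse embryonic fibroblasts, harvested 48 h after transfection with 1 µg of plasmid: 3 libraries with the Dam-ATF4 fusion and 2 with Dam alone. Groups and replicate numbers were taken from the sample titles. Both plasmids were grown in bacteria that lack Dam, so that methylated GATC sites arose in the fibroblasts.

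According to the methods of the paper, the authors ran the damidseq pipeline on paired-end reads, aligned them with Bowtie2 to GRCm38/mm10, and compared each Dam-ATF4 library with each Dam-only library. The version of Bowtie2 is given differently in the sources and is not stated here. Peaks were called with MACS3 3.0.3 in its broad mode, with fragments set to 300 bases, per library and not on pooled samples, which gives 6 lists. In these lists the authors give each peak a fold (the ratio of Dam-ATF4 to Dam-only signal), a −log10 p-value and a −log10 q-value, each averaged over the peak, and a display score made from the q-value. The stated threshold was a q of 0.05, while the deposited lists reach a q of 0.0997, and the reason for this difference was not established. The share of peaks with a q under 0.05 was 94.1% to 99.1%. The authors merged the lists of each library, kept peaks that were reproducible between pairs of libraries by the irreproducible discovery rate, intersected them with bedtools and annotated them with HOMER 5.1. The deposited consensus table gives each peak a score that the sources used here do not define, and its values run from 0.257 to 4.284; the score of the target gene table is that of the closest peak. A target gene is a gene that the authors' table lists as nearest to a consensus peak.

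The genome was GRCm38 and the gene models were GENCODE M21. Overlaps were computed in bases with own code that was checked against bedtools 2.31.1, using Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6. Coordinates are printed 1-based. A peak counted as found in another list when at least 1 base overlapped. Chance overlap came from 100 circular shifts within chromosomes, with runs of unknown bases removed. Lists of different Dam-ATF4 libraries were compared through the 15 pairs of lists, and the exact permutation test went over the 15 ways to divide 6 lists into 3 pairs. The Dam-ATF4 library is the replicate (n = 3), because the 2 lists of a library share its reads.

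Depth was not given as counts. The mean fragment coverage of each library was solved from the steps of the deposited fold and p-values, which follow the Poisson rule of the peak caller for small counts. The solver was tested on simulated data, and it assumes the caller's default pseudocount. No interval was derived for the depth, and whether it set the number of peaks was not resolved. Wilson 95% intervals on shares cover counting error only.

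Annotation classes were first taken from the authors' table. For the comparison with chance, each peak centre was put in 1 class by own rule (promoter from 1000 bases upstream to 100 bases downstream of a start site, then termination site, exon, intron, intergenic), which gave the authors' class for 97.1% of the peaks. The same rule was applied to 1000 circular shifts. For motifs, 300-base windows at the peak centres were compared with windows 10 kb away by the two-sided exact McNemar test, over 11 consensus strings that included scrambled controls; exact strings find fewer sites than the weight matrices of HOMER. Score and motif were related by a permutation test of mean ranks with 100000 resamples.

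Gene lists (20 of them) and the rule for the genes that are named were fixed before the data were examined. Named genes are 8 stress response genes, the 13 target and 6 control genes of the study's screen, up to 4 targets per list by score, the 10 peaks with the highest scores, the 5 protein-coding genes with the most peaks, counted per gene identifier, and up to 6 targets per direction that most knockouts list; a few genes that the rule or a list takes are not reported here. Other members of a list, Pvt1, and the regions around Atf5 and Trib3, are named to complete a count and were chosen after their values were seen. Lists were tested by Fisher's exact test against all protein-coding genes of chromosomes 1 to 19, X and Y, and 54 gene identifiers that share a symbol with another were merged by symbol. Genes of chromosome Y stayed in the background, although the paper states that the cells came from a female embryo. In the self-test, 91.5% of 200 simulated lists of 50 genes with 3 times the odds of being a target were called at p under 0.05, and 2.5% of unchanged lists were. Smaller lists and the adjusted p used for the 20 lists were not simulated. The self-test therefore does not show that a smaller list that did not pass lacks enrichment. The lists of differentially expressed genes are the study's own, from other samples, with names and directions alone; 13 genes of the mitochondrial genome in the Tfam, Opa1 and Polg lists and 8 in the Atg5 list fell outside the background, as did a few other names. The genes detected in the study's cells were not used here as background, so listed genes were compared with unexpressed genes too. The comparison with Atg5 alone avoids this, but its groups differ in the share of up-regulated genes.

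Alternatives were a stricter q, a stricter overlap, other control windows, other definitions of a target, models with gene length and with the territory between neighbouring start sites, and each library left out in turn. For gene lists, a left-out library meant regions rebuilt as those called in each remaining list, as many as the consensus holds, ranked by the mean rank of their fold within each list and assigned to the nearest start site. The read-level data, binned signal tracks and expression data of the study were not analysed here.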

Results

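ATF4, the transcription factor that drives much of the integrated stress response, was mapped on chromatin of mouse embryonic fibroblasts by DamID-seq. In this assay a bacterial adenine methyltransferase (Dam) is fused to a chromatin protein and methylates GATC sites near the places where the fusion sits, and the methylated fragments are amplified and sequenced. A Dam-only construct, which methylates accessible DNA anywhere, gives the background. The cells were SV40-immortalised fibroblasts that carry a heteroplasmic mutation in their mitochondrial DNA, and they were harvested 48 h after transient transfection. There were 3 libraries from cells with the Dam-ATF4 fusion and 2 from cells with Dam alone. The study had seen expression programmes linked to ATF4 in cells depleted of mitochondrial DNA. The binding map asks which genes the Dam-ATF4 fusion sits near in the same kind of cell. According to the paper, the plasmid overexpresses the fusion, so as to bypass controls on ATF4 that act after transcription. The methods name no knockout in the transfected cells, so the map does not show ATF4 binding during loss of mitochondrial DNA. Coordinates are those of GRCm38.

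Sequencing depth differed between the libraries. The files hold no read counts, so depth was estimated as the genome-wide mean number of 300-base fragments over a base that the peak caller's fold and p values imply. It was 2.73, 0.539 and 1.46 in Dam-ATF4 replicates 1, 2 and 3, and 2.07 and 1.84 in Dam-only replicates 1 and 2. Dam-ATF4 replicate 1 was therefore 5.05 times as deep as replicate 2. Peaks of the same fold enrichment carried weaker evidence in replicate 2: at a fold between 3.9 and 4.1 their median −log10 p was 5.24 and 5.20, against 6.75 to 7.95 in the lists of the other libraries.

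Each Dam-ATF4 library was enriched over Dam-only at many regions of the genome. The Dam-ATF4 signal exceeded Dam-only most at the Atf4 gene itself, on chromosome 15, whose coding sequence the transfected Dam-ATF4 plasmid also carries. Atf4 had the highest fold enrichment of each of the 6 lists, between 115 and 4876. The fold and score given for a peak are the authors', and they serve here to rank and describe peaks within their own list, to estimate depth and to compare the evidence for peaks of equal fold. The number of peaks was 145022 and 145615 for Dam-ATF4 replicate 1, 67972 and 67739 for replicate 2, and 176427 and 180545 for replicate 3. Averaged over both controls, a library had 130553 ± 56774 peaks (SD, n = 3), and its peaks covered between 48.7 and 172 Mb. The 2 lists of a library differed far less than lists of different libraries did. Replicate 2, the shallowest library, had the fewest and the narrowest peaks, with a median width of 430.5 bases against 614.5 in replicate 1 and 546 in replicate 3.

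**Figure D1:**
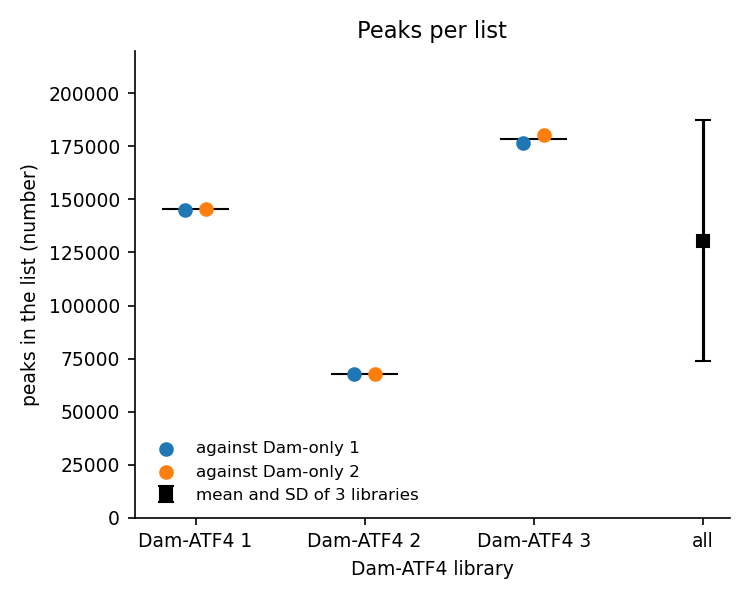
Number of peaks (vertical axis) in each of the 6 lists, by Dam-ATF4 library (horizontal axis) and Dam-only control (colour), with a line at the mean of each library and, at the right, the mean and SD of the 3 libraries. The lists of replicate 2 hold 67972 and 67739 peaks, and those of replicate 3 hold 176427 and 180545.

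The next comparison asks how far the Dam-ATF4 libraries marked the same parts of the genome. Replicates 1 and 3 shared the most bound sequence, with a mean Jaccard index of 0.404 (bases in both lists over bases in either). Replicates 1 and 2 shared 0.233, and replicates 2 and 3 shared 0.167. Peaks called against both controls were then compared between libraries. Of 53514 such peaks of replicate 2, 78.6% were found in replicate 1 and 71.0% in replicate 3, while 33.6% of 121811 such peaks of replicate 1 were found in replicate 2. In all, 34887 regions with 22.1 Mb of sequence were called in each of the 6 lists, and without replicate 2 there were 91050 with 74.2 Mb.

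Lists with the same Dam-ATF4 library had a mean Jaccard index of 0.672 (3 pairs); the lists of such a pair share the reads of their fusion library. Pairs from different Dam-ATF4 libraries had 0.277 when the Dam-only library was shared and 0.258 when it was not (6 pairs each), against 0.0227 for either kind after circular shifts of the full lists along the chromosomes. Among the 10000 peaks of each list with the highest fold, these indices were 0.167 and 0.110, and the index of same-library pairs exceeded that of other pairs by 0.193. In the full lists the difference between same-library and other pairs was 0.404, and the exact permutation test over the 15 ways to pair the lists gave p = 0.0667, the smallest p that this design allows. Between libraries the index was 0.268 ± 0.122 (SD, n = 3 pairs of libraries), and without Dam-ATF4 replicate 2 it was 0.404.

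**Figure D2:**
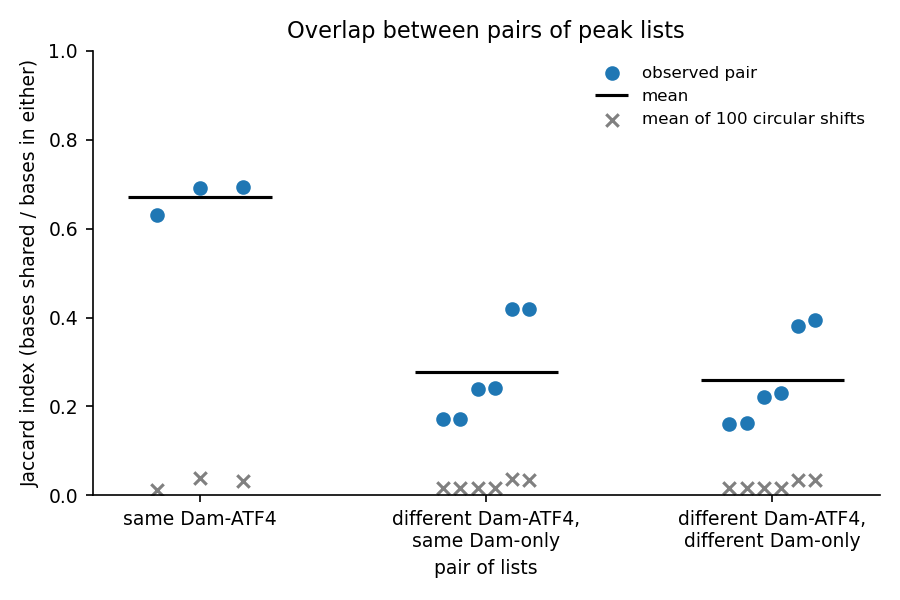
Jaccard index (vertical axis, bases shared over bases in either list) of the 15 pairs of lists by the kind of pair (horizontal axis), with the mean of each kind as a line and the mean of 100 circular shifts as crosses. Pairs with the same Dam-ATF4 library lie between 0.630 and 0.694, and all other pairs lie at or below 0.420.

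The authors' consensus set gives the regions that their procedure kept across libraries. It holds 5789 peaks that cover 0.491% of the genome, with a median width of 1631 bases, and it assigns them to 4477 genes. The peak with the highest score lay over Atf4, at 80252846 to 80258350 of chromosome 15. The next by score lay upstream of the non-coding gene AI839979, in an intron of Mllt3, which encodes a reader of acylated histones, and in an exon of Pdcl, which encodes a phosducin-like protein. Others of the 10 highest were assigned to Lacc1, Fam110a and the non-coding genes G930009F23Rik and Gm36607, or lay in an intron of Cubn, which encodes the endocytic receptor cubilin. Fold enrichment at these peaks other than Atf4 ranged from 7.38 to 31.6 over the lists.

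Of the consensus peaks, 5771 were touched by a peak in each of the 6 lists, which is 99.7% (95% Wilson interval 99.5 to 99.8), against a mean of 4.75% after circular shifts of the consensus. The consensus was built from these lists, so a high share was given by its construction and is no measure of reproducible binding. In their own lists the consensus peaks ranked high: their median fold enrichment lay between the 90.0th and the 95.5th percentile of the list. This rank was partly given by construction too, since the authors chose among merged peaks by signal strength. Consensus peaks were also wider than list peaks (median 1631 bases against 430.5 to 614.5 per library). The rank was not corrected for width. The requirement on overlap mattered, since 48.9% of consensus peaks were covered over at least 50% of their length in each list. The intervals cover counting error only.

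Consensus peaks were denser on some chromosomes than on others. There were 4.20 peaks per Mb on chromosome 11 and 3.73 on chromosome 19, against 1.03 on chromosome 12 and 0.453 on chromosome X. The protein-coding genes with the most consensus peaks were Arid5b, which encodes a DNA-binding regulator of mesenchymal genes, Ltbp1, which encodes a binding protein of latent TGF-beta, Lpp, which encodes a focal adhesion protein, and Ext1, which encodes a heparan sulfate polymerase. Each of these had 8 peaks, and Cubn had 7. The non-coding gene Pvt1 had 12. Most genes in the authors' target table, 3535 or 79.0%, had 1 peak.

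The study looked at binding around transcription start sites, and the annotation of the peaks shows how they were placed. Promoter peaks lay at Aars and Nars, which encode aminoacyl-tRNA synthetases, at Asns, which encodes asparagine synthetase, at Slc1a5 and Slc38a2, which encode amino acid transporters, and at Xbp1, which encodes a factor of the unfolded protein response. By the authors' annotation, 14.5% of consensus peaks were promoter peaks (95% Wilson interval 13.6 to 15.4), 47.8% were in introns, 28.4% were intergenic, 4.70% were in exons and 4.51% lay at transcription termination sites. A start site lay within 1 kb of 22.8% of the peaks and within 10 kb of 59.9%, and 9.52% lay over 50 kb away. The nearest gene was protein-coding for 79.5% and a lncRNA for 20.5%.

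With each peak centre annotated by a single rule, 15.4% of consensus peaks and 3.80% of circularly shifted peaks lay in promoters, a ratio of 4.05 (log2 2.02; two-sided permutation p = 0.001, the smallest that 1000 shifts allow, adjusted p = 0.0012). Exons were enriched 1.54-fold and introns 1.17-fold, and intergenic sequence, which held 48.6% of shifted peaks, had a ratio of 0.555 (log2 −0.85), all at the same smallest p. Termination sites were enriched 1.32-fold (permutation p = 0.002). Promoters were also more frequent in the consensus than in the 28188 other regions that the 6 lists shared, of which 9.31% were promoter regions (odds ratio 1.77, Fisher's exact test, two-sided, adjusted p = 5.62e-39). Termination sites (odds ratio 0.786, exact adjusted p = 0.000214), intergenic sequence (0.864, exact adjusted p = 1.29e-05) and introns (0.933, exact adjusted p = 0.0207) were less frequent in the consensus than in those regions, and no difference was detected for exons (odds ratio 0.992, adjusted p = 0.948).

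**Figure D3:**
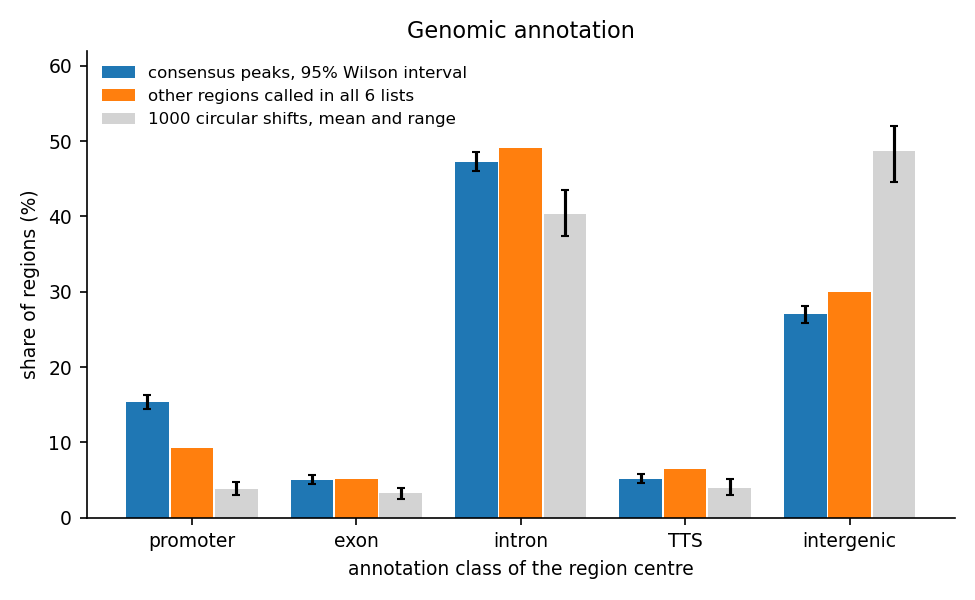
Share of regions (vertical axis, percent) by the annotation class of their centre (horizontal axis) for the consensus peaks (95% Wilson interval), the other regions called in all 6 lists, and 1000 circular shifts of the consensus (mean and range). Promoters hold 15.4% of consensus peaks, 9.31% of the other regions and 3.80% of shifted peaks.

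The study searched the peaks for the sequence motifs of ATF4 and of its relatives. Sites for AP-1, the dimers of JUN, FOS and ATF proteins, had the lowest p of the 11 motifs in the consensus. They were found in 10.5% of the 300-base windows at the peak centres (95% Wilson interval 9.70 to 11.3) and in 5.45% of control windows 10 kb away, a ratio of 1.92 (log2 0.94, exact McNemar test, adjusted p = 3.95e-22, 5781 pairs). The composite element of ATF4 with CEBPG was rare: 14 consensus windows and 4 control windows held it (0.242% against 0.0692%, log2 1.81, exact adjusted p = 0.0742). The 8-base core of the CEBP-ATF response element (CARE), TGATGCAA, was in 1.35% of consensus and 0.882% of control windows (log2 0.61, exact adjusted p = 0.0722). This call depended on the choice of windows: CARE passed with controls 5 kb away (exact adjusted p = 0.000121), 50 kb away (0.0126) or matched on GC content (0.00422), over whole peaks (4.95e-10), above the median score (0.00196) and outside promoters (0.0425). In promoters 9 consensus and 9 control windows held it, and it was no more frequent in the consensus than in the other regions called in all 6 lists (1.35% against 1.45%, log2 −0.11, Fisher's exact test, adjusted p = 0.643). The ATF4 composite passed over whole peaks alone (exact adjusted p = 2.81e-05). GATC, the sequence that Dam methylates, was in 56.3% and 49.6% (exact McNemar test, adjusted p = 1.83e-12), and no other motif of the 11 passed the threshold, the scrambled AP-1 sequence included (5.95% against 5.26%, adjusted p = 0.184).

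Promoter and distal peaks differed in the motifs they held. AP-1 sites were in 6.85% of promoter windows and 11.1% of the others (odds ratio 0.588, Fisher's exact test, adjusted p = 0.000445). The cAMP response element (CRE) was in 1.46% and 0.245% (odds ratio 6.03, exact adjusted p = 0.000234), and the E-box in 6.51% and 3.88% (odds ratio 1.73, adjusted p = 0.00296). Within promoters alone, AP-1 enrichment over control windows did not pass the threshold (log2 0.68, exact McNemar test, adjusted p = 0.0606), while the E-box did (log2 0.93, adjusted p = 0.0248). The other regions called in all 6 lists also held AP-1 sites, in 8.87% of windows. The share in the consensus was 1.18 times as high (Fisher's exact test, adjusted p = 0.00104). The ATF4 composite was in 0.307% of the other regions. GATC was in 36.6% of their windows against 56.3% in the consensus (odds ratio 2.24, exact adjusted p = 1.73e-167).

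Peaks with an AP-1 site at their centre had higher scores. Over 4 groups of equal size from the lowest to the highest score, the share of windows with AP-1 was 7.11%, 8.92%, 12.2% and 13.5% (permutation p = 1e-05, the smallest that 100000 resamples allow, adjusted p = 0.00011). Of the other motifs, CARE (permutation test, adjusted p = 0.028) and the TEAD element (adjusted p = 0.0056) rose with the score, and GATC was more frequent at low scores (adjusted p = 0.0021). The direction turned for AP-1, CARE and TEAD when whole peaks were searched, with AP-1 sites in 61.0% of the lowest group and 31.7% of the highest, and low-scoring peaks were wider, with a median of 3638 bases against 710.

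**Figure D4:**
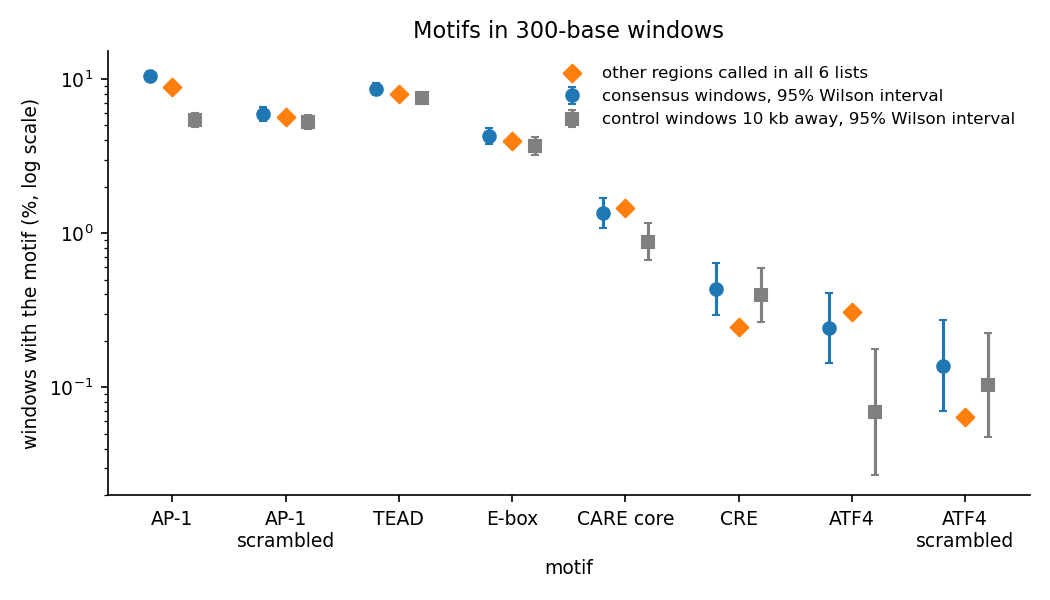
Share of 300-base windows with each motif (vertical axis, percent, log scale) in the consensus and in control windows 10 kb away (95% Wilson intervals), and in the other regions called in all 6 lists. AP-1 is at 10.5%, 8.87% and 5.45% in the consensus, the other regions and the control windows.

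The named stress response genes come next. Aars had a peak of 7909 bases over its promoter, from 111029399 to 111037307 of chromosome 8, with a fold enrichment between 4.91 and 7.47 over the lists. It held 1 copy of the ATF4 composite, in the non-coding part of an exon of Aars at 111033729 to 111033738. Eif4ebp1, which encodes a translation repressor, had a peak from 27260158 to 27269510 of chromosome 8 whose centre lay in an intron, with a fold between 4.82 and 6.11. Asns had a promoter peak from 7690273 to 7696098 of chromosome 6, with a fold between 4.96 and 10.6. Chac1, which encodes an enzyme that degrades glutathione, had 3 intergenic peaks upstream of its start site, the nearest from 119349776 to 119350412 of chromosome 2. Ddit3, which encodes the stress factor CHOP, had a peak from 127291546 to 127296231 of chromosome 10, annotated to the end of the gene.

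Atf5 and Trib3 were not in the target table. At Atf5, which encodes a bZIP factor of the mitochondrial stress response, a consensus peak from 44814676 to 44817829 of chromosome 7 covered the annotated start site, and the authors' annotation assigned it to the neighbouring gene Nup62. Trib3, which encodes a pseudokinase induced by stress, had no consensus peak closer than 22934 bases, although a region from 152338645 to 152339220 of chromosome 2, inside the gene, was called in all 6 lists.

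Of the 13 genes targeted in the study's screen, Ppargc1a, which encodes a coactivator of mitochondrial biogenesis, Polg, which encodes the catalytic subunit of the mitochondrial DNA polymerase, and Snx9, which encodes a sorting nexin, had 2 consensus peaks each. The other 10 had none, Tfam, Opa1 and Atg5 among them: Tfam packages mitochondrial DNA, Opa1 fuses inner membranes and Atg5 acts in autophagy. None of the 6 control genes of the screen, such as Neurod1 and Opn4, was a target, which allows a share of up to 39.0% (95% Wilson interval). No difference from the other protein-coding genes was detected for either list (Fisher's exact test, adjusted p = 0.564 and 0.665).

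The 20 fixed gene lists were compared with all protein-coding genes, of which 3516 of 21911 (16.0%) were targets. Cytosolic aminoacyl-tRNA synthetases were the list with the highest odds ratio, with 11 of 20 targets (55.0%, odds ratio 6.41, exact adjusted p = 0.000364), Nars, Eprs and Lars among them besides Aars. Amino acid transporters followed with 12 of 22 (54.5%, odds ratio 6.30, exact adjusted p = 0.000252), with Slc38a2, Slc1a5, Slc38a4 and Slc7a3 as the highest by score. AP-1 and related bZIP factors had 20 of 39 targets (51.3%, odds ratio 5.53, exact adjusted p = 3.72e-06), such as Fosl2, Atf6 and Bach2, and genes of the fibroblast matrix and adhesion had 22 of 45 (48.9%, odds ratio 5.03, adjusted p = 3.72e-06), such as the collagen gene Col5a2, the protease inhibitor gene Timp1 and the collagen chaperone gene Serpinh1. Known targets of the integrated stress response had 14 of 34 (41.2%, odds ratio 3.67, exact adjusted p = 0.00166), with Herpud1, Ddr2 and Ddit4 beside Chac1. The call of this list ended with promoter peaks alone (odds ratio 1.8), as did those of transporters (4.56), bZIP factors (3.30) and matrix genes (2.82). With peaks above the median score it ended for this list (2.22), transporters (3.89) and ribosomal proteins (1.5). The order of the lists also changed with the setting. With gene length modelled, AP-1 and bZIP factors were above cytosolic tRNA synthetases (6.67 against 6.00), which stayed the highest with promoter peaks (12.4). All p values are from two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 20 lists.

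Cytosolic ribosomal proteins had 22 of 79 targets (27.8%, odds ratio 2.03, exact adjusted p = 0.027), Rps20, Rpl31 and Rps24 among them. The other 14 lists did not pass. Serine, one-carbon and proline enzymes had 7 of 20 targets, Phgdh, Psat1 and Shmt1 among them (exact adjusted p = 0.0879), and mitochondrial tRNA synthetases had 6 of 17, led by Cars2 (adjusted p = 0.095); with a peak within 10 kb of the start site the latter list passed (odds ratio 4.07, exact adjusted p = 0.0302). Nuclear subunits of oxidative phosphorylation had 7 of 75, led by Ndufs8 and Atp5g1 (exact adjusted p = 0.256), mitochondrial DNA maintenance had 2 of 23, which were Polg and the ribonucleotide reductase gene Rrm2b (adjusted p = 0.665), and autophagy had 2 of 24, Atg2a and Atg16l1 (adjusted p = 0.548). No haematopoietic marker of 21 was a target (interval up to 15.5%, exact adjusted p = 0.0944). Of the remaining lists, neuronal markers had 7 of 23 targets, interferon response genes 7 of 25, cholesterol synthesis 6 of 25, chaperones of the endoplasmic reticulum 5 of 20, hepatic and epithelial markers 3 of 19, and mitochondrial chaperones and proteases 2 of 17. With regions rebuilt from all libraries 5 lists passed, without ribosomal proteins (odds ratio 1.26), whose odds ratio was 3.67 to 4.51 with territory or length modelled and 3.27 with promoter peaks. In regions rebuilt without Dam-ATF4 replicate 2, 3 lists passed and cytosolic tRNA synthetases (3.27) and amino acid transporters (2.84) were lost too, and without replicate 1 the AP-1 and bZIP factors were (2.50).

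The last comparisons ask whether the overexpressed Dam-ATF4 fusion sits near the genes that respond to loss of mitochondrial DNA. They use the study's lists of differentially expressed genes from knockout cells. Asns, Atf4, Eif4ebp1, the mitochondrial chaperone gene Hspa9 and the ribosomal protein genes Rpl22, Rpl30, Rpl37, Rps20 and Rps24 were listed for Tfam, Opa1 and Polg and were targets, all of them up-regulated. Among down-regulated genes listed for Tfam and Opa1, targets included the matrix gene Ltbp1, the ephrin gene Efna5, the endocytic adaptor gene Dab2, the Notch coactivator gene Maml2, the transcription factor gene Nfib and the surface antigen gene Cd24a. Of nuclear protein-coding genes listed for Opa1, 101 of 240 were targets (42.1%, 95% Wilson interval 36.0 to 48.4, odds ratio 3.88, exact adjusted p = 1.91e-21). For Tfam the count was 90 of 231 (39.0%, interval 32.9 to 45.4, odds ratio 3.40, exact adjusted p = 1.33e-16), and for Polg 11 of 32 (34.4%, interval 20.4 to 51.7, odds ratio 2.75, adjusted p = 0.0347). For Atg5, a knockout without loss of mitochondrial DNA, it was 13 of 64 (20.3%, interval 12.3 to 31.7, odds ratio 1.33, exact adjusted p = 0.874). Atf4 itself is counted as a target for Opa1, Tfam and Polg. Reads from the plasmid may contribute to its peak, and the lists were not tested without this gene. For Polg, with 11 targets and an exact adjusted p of 0.0347, the call may depend on Atf4.

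These are one-sided Fisher's exact tests against all other nuclear protein-coding genes, with Bonferroni adjustment over the 4 knockouts. Most listed genes were not targets: 57.9% for Opa1, 61.0% for Tfam and 65.6% for Polg. Up-regulated and down-regulated genes were both enriched for Tfam (35.7% and 48.3% targets) and for Opa1 (39.3% and 50.0%), with Bonferroni-adjusted p over 8 lists between 4.92e-13 and 4.27e-08. Up-regulated genes listed for Polg (35.5% targets, exact Bonferroni-adjusted p = 0.0531) and Atg5 (41.2%, odds ratio 3.67, 0.0956) did not pass, nor did down-regulated genes listed for Atg5 (12.8%). The call for Polg ended with peaks above the median score (odds ratio 2.39, exact adjusted p = 0.232) and when the regions were rebuilt without Dam-ATF4 replicate 2 (odds ratio 2.03, exact adjusted p = 0.291) or replicate 3 (odds ratio 2.55, adjusted p = 0.0827), and over all alternatives, logistic models included, its adjusted p ranged from 0.000267 to 0.291. Its odds ratio was 4.17 to 4.68 in the logistic models and 5.36 with promoter peaks.

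Genes listed for Tfam, Opa1 or Polg were compared directly with the 42 genes listed for Atg5 alone, which are also expressed in these cells. Targets made up 124 of 301 (41.2%) in the former and 9 of 42 (21.4%) in the latter, an odds ratio of 2.56 (95% interval 1.15 to 6.31, Fisher's exact test, two-sided, p = 0.0172). Among up-regulated genes alone the direction turned, with 79 of 215 (36.7%) against 7 of 16 (43.8%), and no difference was detectable at these numbers (odds ratio 0.748, interval 0.237 to 2.46, exact p = 0.599). Up-regulated genes were 215 of 301 in the former group and 16 of 42 in the latter. The first comparison therefore did not match the groups on direction, and down-regulated genes alone were not compared.

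**Figure D5:**
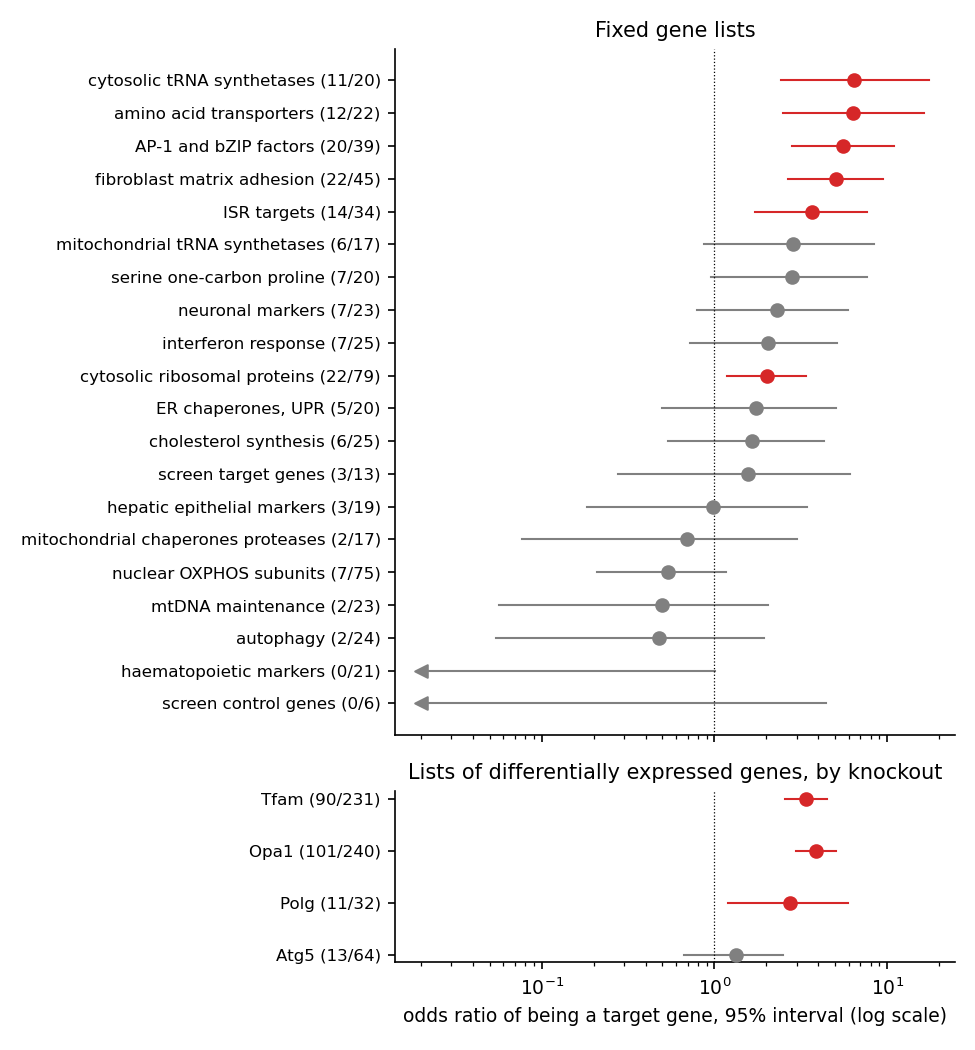
Odds ratio of being a target gene (horizontal axis, log scale, with its 95% interval) for the 20 fixed gene lists and the 4 lists of differentially expressed genes (vertical axis, with targets over members in brackets). Red marks an adjusted p under 0.05, and arrowheads mark lists without a target; the highest of the fixed lists are cytosolic tRNA synthetases at 6.41 and amino acid transporters at 6.30.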

Values the study reported

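The study reported 5,789 binding peaks for ATF4 near 4,477 genes. It placed 126 of 325 differentially expressed genes (38.8%) from Tfam, Polg and Opa1 knockout cells near such peaks. It counted as not bound 158 of 261 genes for Opa1 (60.5%), 159 of 250 for Tfam (63.6%) and 35 of 46 for Polg (76.1%). AP-1 was the leading motif in its search. The ATF4 motif was also described as strongly enriched, at rank 11.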

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

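The sequences below were looked at only after the lists had been seen. They stand outside the consensus and every comparison above, and the authors' consensus holds no peak on them. Each list had 4 peaks on the mitochondrial chromosome, with a fold enrichment between 1.62 and 5.11 over Dam-only. Chromosome Y had between 24 and 74 peaks in a list, although the cells are described as coming from a female embryo. Unplaced and unlocalised sequences had between 33 and 133. No group here had the 4 samples needed to call a single library distant from the others.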

How the results depend on the processing

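The alternatives with promoter and other peaks apart, with a q under 0.05, with other regions as background, with regions rebuilt from all libraries, with rebuilt regions for the knockout lists and with the joint logistic model were chosen after the data were seen. Of 419 values under an alternative, 359 were counted as the same. These kept their side of the threshold or moved within a limit that differed between results. The limit was wide for some of them. A count of 4 passing gene lists against 6, and of 2 knockouts against 3, was taken as the same. So was a same-library difference of 0.193 among the 10000 peaks with the highest fold, against 0.404 in the full lists. Another 18 fell short of the threshold, 18 newly passed it, 16 moved and 8 reversed. A value that passed in neither setting could be counted as the same although its direction turned. The ATF4 composite is an example, with log2 1.81 against control windows and −0.34 against the other regions called in all 6 lists. Promoter enrichment kept its direction and call under its 4 alternatives, with ratios from 1.65 to 5.35. At a q of 0.001, peaks per library fell to a mean of 77034.7 and consensus peaks found in each list to 87.0%; with 50% of the peak covered the latter was 48.9%. Leaving out each library gave 106587 to 161902 peaks, 99.7% to 99.8% of consensus peaks, a Jaccard index between libraries of 0.167 to 0.404 (0.404 without Dam-ATF4 replicate 2) and a same-library difference of 0.288 to 0.494. The labels give no pairing of Dam-ATF4 with Dam-only libraries beyond a shared number. Using that number as the replicate block leaves 2 lists and also drops Dam-ATF4 replicate 3. In these 2 lists 99.9% of consensus peaks were found. Their Jaccard index was 0.230, against 0.233 when replicate 3 alone was left out. The same-library difference could not be computed with the block or without a Dam-only library, since no pair of lists from the same Dam-ATF4 library is left.

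The number of motifs enriched past the threshold was 4 with controls 5 kb away, 5 with controls 50 kb away, 4 with matched GC, 5 over whole peaks and 4 above the median score. The CARE core passed in each of these, with log2 ratios of 1.2, 0.73, 0.90, 0.64 and 1.2, and outside promoters (0.72), but not in promoters (9 windows against 9) or against the other regions called in all 6 lists (−0.11); TEAD passed in the same 5 (0.34, 0.44, 0.33, 0.15 and 0.30) and CRE with controls 50 kb away (1.84) and over whole peaks (0.62); the ATF4 composite passed over whole peaks (1.09), and in promoters the E-box passed (0.93) and AP-1 did not (0.68). Whole peaks reversed GATC, which then passed as less frequent (log2 −0.12), and the difference in mean score rank for AP-1 (−783), ATF4 (−481), CARE (−653), CRE (−677), TEAD (−960.3) and the E-box (−960.6); low-scoring peaks are wider and so hold more sites of any motif, the scrambled AP-1 string included (−1064). Of the gene lists, 2 passed with promoter peaks and 3 with peaks above the median score, and 3 to 5 with a library left out (3 without Dam-ATF4 replicate 2, 4 without replicate 1), against 5 with regions rebuilt from all libraries and 7 with a peak within 10 kb of the start site. For Polg the odds ratio was 2.39 with peaks above the median score and 2.03 to 3.33 with a library left out, and 2 to 3 knockouts passed; the call ended in the former and without Dam-ATF4 replicate 2 (2.03) or 3 (2.55). The comparison with Atg5 reversed among up-regulated genes (0.748). The causes of these changes were not tested, and peak width was set only against the differences in score rank.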

Other observations

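The genes and sites in the next paragraph were singled out after their values were seen, and so were the tests of open chromatin and of the depth of Dam-ATF4 replicate 2. Windows matched on GC content were planned as an alternative, and their use as a test of GC content was chosen after. The tests of plasmid reads and of GATC density were set beforehand.

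The 8-base CARE core lay inside 8.53% of whole consensus peaks and 5.49% of their control windows, and peaks of some genes named above held it. Nars had a copy at 64516522 to 64516529 of chromosome 18 and Slc1a5 at 16784785 to 16784792 of chromosome 7, both in the non-coding part of an exon of the gene. Hspa9 had a copy in an intron, at 34952751 to 34952758 of chromosome 18. Peaks assigned to Col5a2, Arid5b, Ext1 and Efna5 held copies as well, and no group of genes was tested for them. The full ATF4 composite was also found in an intron of Mllt3, at 87983670 to 87983679 of chromosome 4, and in an intron of Lpp, at 24874497 to 24874506 of chromosome 16. Of 27 genes listed for all of Tfam, Opa1 and Polg, 10 were targets, and the others included the cystine transporter gene Slc7a11 and the serine and one-carbon genes Psph, Shmt2 and Aldh1l2. Targets made up 44.4% of genes listed for 1 of these knockouts, 39.2% for 2 and 37.0% for 3, and these shares were not tested against each other.

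At Atf4 the fold enrichment was the highest of each of the 6 lists, at least 2.83 times the next. Reads from the transfected plasmid, which carries the Atf4 coding sequence, are a candidate explanation. In both lists of Dam-ATF4 replicate 2 the peak began 11 bases before the coding sequence and ended 100 or 298 bases after it, which is consistent with plasmid reads. In the 4 lists of replicates 1 and 3 it began 1707 or 3453 bases before the coding sequence, so plasmid reads and binding at the gene cannot be told apart there. No biological explanation was tested.

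AP-1 sites were more frequent in consensus windows than in windows 10 kb away. A difference in the number of GATC sites is excluded as the whole cause, since windows with equal numbers gave a ratio of 1.96 (exact p = 6.38e-10, 2158 pairs). So is GC content, with a ratio of 1.96 against matched windows. Open chromatin of these cells may still account for AP-1 sites: the other regions called in all 6 lists held them nearly as often (consensus over other regions, 1.18), although with GATC in fewer windows (36.6% against 56.3%), and whether these regions are bound by ATF4 or open was not measured. No biological explanation was tested.

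Dam-ATF4 replicate 2 had the fewest peaks. Lower sequencing depth is a candidate explanation. Of regions shared by the other two Dam-ATF4 libraries, replicate 2 found 19.2% in the fifth with the lowest fold enrichment and 64.0% in the fifth with the highest, but the share also rose for replicate 1 (86.4% to 97.6%) and replicate 3 (74.5% to 91.7%), so the rise does not separate depth from other causes. Depth alone does not order the libraries, since replicate 3 had lower depth than replicate 1 (1.46 against 2.73 fragments) and more peaks. No biological explanation was tested.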
